A study of Mus musculus with 36 samples. Its data were reported in "STATegra, a comprehensive multi-omics dataset of B-cell differentiation in mouse" (2019).

How the data were processed

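Messenger RNA was sequenced from the mouse pre-B cell line B3 in 36 libraries. The groups were taken from the sample labels: 2 cell lines, called control and Ikaros, were each collected at 0, 2, 6, 12, 18 and 24 h, with 3 libraries in each of the 12 groups. The replicates came from numbered culture batches, namely batches 1, 2 and 4 at 0 h and batches 1, 3 and 4 at the later times.

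The authors trimmed adapters and low-quality bases, aligned the fragments to the mm10 mouse genome with TopHat2 keeping a unique best hit, assigned them to genes with HTSeq, normalized the counts with cqn for GC content and gene length, and then adjusted for library preparation with a non-parametric ComBat. The deposited values are on the log2 scale, as cqn builds them, with a constant added to the whole table so that its lowest value is exactly 1. The table itself does not state the base of the logarithm, and a fold change given here rests on base 2. The added constant cancels in every difference between libraries, but an expression level is relative to it and is not a count. No counts were used here, so the depth of each library is unknown and no counting error can be attached to a value. Precision is limited by the 3 libraries per group. Batch adjustment made before deposition removes variation that a later model cannot see, so the standard errors given here may be too small, and this cannot be measured from the table. The strand setting of the gene counting was not stated in what was read, so genes that overlap others or have near-identical copies, such as processed pseudogenes and Vpreb2, are uncertain.

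The table held 12762 genes, of which 12501 had a symbol, and library medians lay between 11.70 and 11.73. No 2 libraries shared more than 0.384% of their values, so none was a copy of another. Gene positions, biotypes, transcript length and GC content were taken from GENCODE mouse release 21 on GRCm38, the same build as mm10. By Ensembl identifier 98.7% of the genes were found there. Symbols are those of the deposited table, and 94.3% of the matched genes with a symbol carry the same name in the annotation.

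All comparisons were fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes) as one model with a mean for each of the 12 groups. The study states no differential test for these data, so the model was chosen before the data were examined. P-values are two-sided and were adjusted by the Benjamini-Hochberg method over all genes, and a gene was called at an adjusted p under 0.05. Calls with an absolute log2 fold change of at least 1 were counted beside them. The contrasts were Ikaros against control at each time, the change of that difference from 0 h, each line against its own 0 h, and a moderated F test over the 5 changes from 0 h. On values simulated with the means and spreads of the 12762 genes, 156 of 200 changed genes were called together with 9 unchanged ones, and a comparison with no change called 0 genes. The simulated deviations were independent between genes and libraries. Real deviations within groups are partly shared, with 26.6% of their variance on the first component. Error control under such sharing was not tested.

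Genes were named by a rule set before the data were examined. The rule took Ikzf1, the 7 genes that the study followed by RT-PCR, and the largest rises and falls among called genes whose 3 replicates of one group all lay beyond the 3 of the other, whose mean was at or above the median gene mean of 11.72, and which had a symbol. It took 5 of each direction for Ikaros against control at 2 h and at 24 h, and 3 of each for 0 h and for control cells at 24 h against 0 h. Gene lists for glycolysis, S phase, G2/M phase and ribosome biogenesis were written at the same stage and tested with camera at a preset correlation of 0.01, adjusted over the 24 tests, with fry beside it. A list of cholesterol synthesis genes was added after the results were seen. Correlations between libraries are Pearson correlations across genes, and principal components were computed from gene-centred values with numpy 2.4.6, with 100000 resamples for each permutation p. On simulated values with independent noise and a time trend in 200 of 12762 genes the first component followed time with r = 1.00. Without a trend r was -0.0799.

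The labels give one batch number to the control and Ikaros cultures of one batch, so these numbers pair the libraries. The deviations of the paired libraries from their group means correlated between -0.0620 and 0.507 across genes over the 18 pairs, with a median of 0.127, and 12 of the 18 pairs were above 0.1. The alternatives tried were the culture batch as a replicate block, with and without separate blocks for the 0 h cultures, a filter that kept the 9571 genes at or above the 25th percentile of mean expression, quantile normalization, eBayes with a trend and robust settings, fits of only the compared groups, and fits without each replicate in turn. Removal of a GC content and length trend, a processed-pseudogene covariate and camera with an estimated correlation were added after the data were seen.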

Results

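B3 is a mouse pre-B cell line that models an early, dividing stage of B cell development. In the Ikaros line, a retroviral vector carries the transcription factor Ikaros fused to a hormone-binding domain of the estrogen receptor, so that 4-hydroxy-tamoxifen (4-OHT) sends the protein to the nucleus. The control line carries the vector without Ikaros and received the same drug, which makes it the background for drug and culture. Expression of 12762 genes was measured by strand-specific mRNA-seq in 36 libraries, 18 from each line, at 0, 2, 6, 12, 18 and 24 h with n = 3 per group. Values are log2 expression after the normalization of the authors. The depth of the libraries is unknown from these values. The labels list 0.5 uM 4-OHT for every library, 0 h included, whereas the methods of the study describe the 0 h cells as collected on separate occasions and without drug. Time 0 h is used here as the uninduced state, and any comparison with it also compares collection occasions.

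The Ikaros gene itself was examined first as a check of the cell line labels. Ikzf1 (ENSMUSG00000018654; GRCm38 chromosome 11, 11685003 to 11772926, forward strand, protein coding) stood at 14.70 ± 0.09 (SD, n = 3) in control cells at 0 h and at 19.89 ± 0.16 (SD, n = 3) in Ikaros cells at 0 h. At 24 h the values were 14.61 ± 0.03 in control and 20.71 ± 0.23 in Ikaros cells (SD, n = 3). The difference was 5.19 at 0 h, 5.39 at 2 h and 6.10 at 24 h on the log2 scale (limma, SE 0.18, adjusted p 5.28e-17, 1.04e-17 and 1.79e-19). In all 6 time points each of the 3 Ikaros replicates lay above all control replicates, so every library went with the cell line in its label. The time and batch in the labels are not checked by this gene. Reads from the vector and from the endogenous gene are not separated in these values. The difference at 24 h exceeded that at 0 h by 0.90 (SE 0.26, adjusted p 0.00512).

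The main comparison asks how expression differs between Ikaros and control cells at each time. At 0 h, 1063 genes were called, 588 higher and 475 lower in Ikaros cells. The number rose to 2432 at 2 h, 4759 at 6 h, 5850 at 12 h, 7423 at 18 h and 8024 at 24 h, when 62.9% of the genes were called, 3953 higher and 4071 lower. The normalized libraries share nearly one median, from 11.70 to 11.73, so every difference is relative to that common level. A change in the total RNA of the cells cannot be seen in these values. The near-even division into higher and lower may follow from the normalization. Calls that also changed by at least 1 on the log2 scale numbered 474, 864, 1586, 2228, 3484 and 4171 in the same order of times. The count at 0 h moved most among the alternatives, to 318 genes without replicate 2 of each group. These 6 comparisons share no library. Of the 2432 genes called at 2 h, 1830 were also called at 24 h, and 80.7% of these went in the same direction. Between 18 h and 24 h, 6295 genes were called at both times and 99.7% went the same way.

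**Figure D1:**
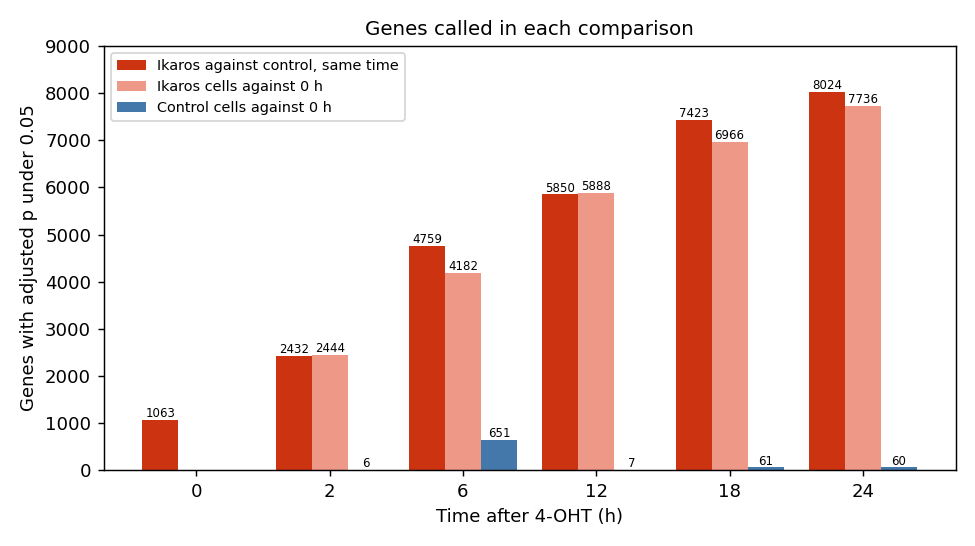
Number of genes with an adjusted p under 0.05 (vertical axis, from 0) in Ikaros against control at the same time, and in each line against its own 0 h, by hours after 4-OHT (horizontal axis), with the count above each bar. Ikaros against control rises from 1063 genes at 0 h to 8024 at 24 h, while control cells against 0 h stay at or below 61 genes except for 651 at 6 h.

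At 24 h the 5 largest rises in Ikaros cells against control were in Ikzf1, Tubb2b, Gadd45b, Cerk and Neil1. The 5 largest falls were in Tac4, Gm24305, Slc16a3, Vpreb2 and Fkbp11. Tubb2b (chromosome 13, 34126748 to 34130466, reverse strand) went from 10.39 ± 0.43 in control to 16.43 ± 0.25 in Ikaros cells (SD, n = 3), a log2 fold change of 6.04 (limma, SE 0.23, adjusted p 1.23e-17). Tac4 (chromosome 11, 95261529 to 95269265, forward strand) went from 14.85 ± 0.20 to 8.91 ± 0.66 (SD, n = 3), a log2 fold change of -5.94 (limma, SE 0.24, adjusted p 4.71e-17). The other rises were 5.23 for Gadd45b, 5.17 for Cerk and 4.97 for Neil1, and the other falls were -5.18 for Gm24305, -4.77 for Slc16a3, -4.39 for Vpreb2 and -4.30 for Fkbp11 on the log2 scale. Gm24305 is annotated as a small nuclear RNA, a class that mRNA libraries measure poorly.

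At 2 h the largest rises against control after Ikzf1 were 3.65 for Gadd45b, 2.57 for Slc16a3, 2.35 for Nudt4 and 2.35 for Clcn5. The largest falls were -2.95 for Plekho2, -2.90 for Slco4a1, -2.84 for Thbd, -2.64 for Pde8a and -2.56 for 2900097C17Rik. Plekho2 (chromosome 9, 65552698 to 65580040, reverse strand) went from 14.59 ± 0.41 in control to 11.64 ± 0.35 in Ikaros cells (SD, n = 3; limma, SE 0.24, adjusted p 7.63e-10). The call of 2900097C17Rik, which has no position in the annotation used, was lost without replicate 2 (adjusted p 0.0559) and when only the 2 h groups were fitted (adjusted p 0.0896). Gadd45b and Nudt4 were already higher in Ikaros cells at 0 h, by 4.46 and 3.54, which is more than at 2 h. Within Ikaros cells their means were lower at 2 h than at 0 h. They were 13.16 against 13.79 for Gadd45b and 14.22 against 15.53 for Nudt4. Slc16a3 changed direction, from 2.57 at 2 h (limma, SE 0.52, adjusted p 0.000771) to -4.77 at 24 h (limma, SE 0.52, adjusted p 9.74e-09). Ikaros cells stood at 13.81 ± 0.27 at 2 h and 8.21 ± 0.16 at 24 h (SD, n = 3). Control cells also moved, from 11.25 ± 0.70 to 12.98 ± 0.30 (SD, n = 3), so part of the 2 h difference goes with a low control level.

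The genes that the study followed by RT-PCR were then read from the table. Igll1 (ENSMUSG00000075370; chromosome 16, 16860671 to 16863985, reverse strand) and Myc (ENSMUSG00000022346; chromosome 15, 61985391 to 61990374, forward strand) were lower in Ikaros cells from 2 h. The log2 fold change of Igll1 was -1.38 at 2 h (limma, SE 0.20, adjusted p 8.15e-06) and -3.96 at 24 h (adjusted p 1.95e-15), where it stood at 12.60 ± 0.46 against 16.56 ± 0.11 in control (SD, n = 3). Myc differed by -1.63 at 2 h (limma, SE 0.17, adjusted p 4.97e-08) and by -2.52 at 24 h, where it stood at 13.49 ± 0.31 against 16.01 ± 0.07 (SD, n = 3).

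Slc7a5 (ENSMUSG00000040010; chromosome 8, 121881150 to 121907694, reverse strand), Hk2 (ENSMUSG00000000628; chromosome 6, 82725025 to 82774454, reverse strand) and Ldha (ENSMUSG00000063229; chromosome 7, 46841475 to 46855627, forward strand) fell later against control. Slc7a5 did not differ at 2 h or 6 h (limma, adjusted p 0.936 and 0.996), its sign there changed between fits, and it was lower by -0.92 at 12 h, a call lost without replicate 1 (adjusted p 0.0611), and by -2.88 at 24 h. Hk2 was first called against control at 12 h with -1.53 and reached -3.10 at 24 h (limma, SE 0.15, adjusted p 6.99e-16). Against their own 0 h, Ikaros cells already had Hk2 lower by -1.17 at 2 h (limma, adjusted p 2.05e-06). Slc7a5 was lower there by -0.59 at 6 h (limma, adjusted p 0.0186). Control cells went the same way at these times, by -0.63 for Hk2 and -0.36 for Slc7a5, without a call. Ldha was higher in Ikaros cells by 0.63 at 2 h (limma, SE 0.22, adjusted p 0.0443), a call lost without replicate 1, without replicate 2 and when only the 2 h groups were fitted. It was lower by -1.62 at 18 h and by -2.91 at 24 h, at 14.78 ± 0.19 against 17.70 ± 0.15 in control (SD, n = 3).

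Foxo1 (ENSMUSG00000044167; chromosome 3, 52268336 to 52353221, forward strand) and Lig4 (ENSMUSG00000049717; chromosome 8, 9969049 to 9977686, reverse strand) rose. Foxo1 was lower in Ikaros cells at 0 h by -0.35 (limma, SE 0.09, adjusted p 0.00951), a call lost in each fit that left out one replicate, and higher by 2.13 at 24 h, at 16.59 ± 0.09 against 14.46 ± 0.09 (SD, n = 3). Lig4 was higher by 1.42 at 2 h and by 4.51 at 24 h (limma, SE 0.20, adjusted p 2.56e-16), at 14.79 ± 0.02 against 10.28 ± 0.50 (SD, n = 3). Of the 7 genes, 1, 4, 4, 6, 7 and 7 were called at 0, 2, 6, 12, 18 and 24 h, and 1, 5, 4, 6, 7 and 7 when adjusted over the list alone. The study chose this list from earlier work on the same cell system, so the smaller adjustment is not independent evidence. At 24 h, 5 were lower and 2 higher, and each of the 3 Ikaros replicates lay beyond all control replicates for all 7.

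**Figure D2:**
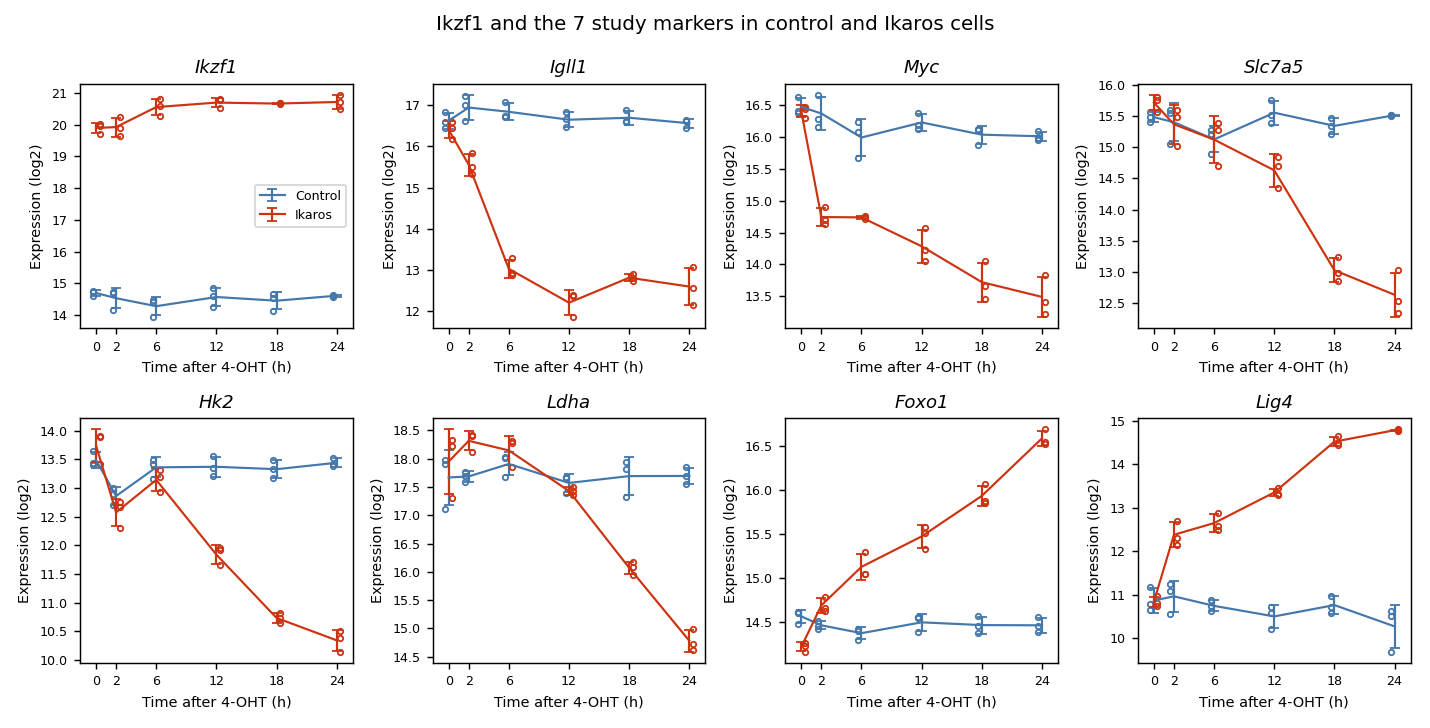
Expression on the log2 scale (vertical axes, each with its own range) of Ikzf1 and the 7 study markers against hours after 4-OHT in control (blue) and Ikaros (red) cells, with the 3 libraries of each group as circles and lines and bars for the mean and SD. At 24 h Igll1, Myc, Slc7a5, Hk2 and Ldha are lower and Foxo1 and Lig4 higher in Ikaros cells, and Ikzf1 is apart at all 6 times.

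Since the lines differed before induction, the difference at each later time was also compared with that at 0 h. The change was called for 396 genes at 2 h, 2024 at 6 h, 3795 at 12 h, 5492 at 18 h and 6180 at 24 h, when 3088 went up and 3092 down. The count at 2 h moved most among the alternatives, to 54 genes without replicate 1 of each group. A single F test per gene over the 5 changes called 7626 genes, or 59.8%, and 4064 without replicate 2. At 24 h the change was -3.74 for Igll1, -2.45 for Myc, -3.11 for Slc7a5, -3.35 for Hk2, -3.19 for Ldha, 2.48 for Foxo1 and 4.54 for Lig4, and all 7 were called.

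At 0 h the largest rises in Ikaros cells against control were 5.19 for Ikzf1, 4.46 for Gadd45b and 3.54 for Nudt4. The largest falls were -3.61 for Gm12840, -3.43 for Hbb-b2 and -2.40 for Il2ra. Gadd45b (chromosome 10, 80930073 to 80932204, forward strand) stood at 9.33 ± 0.11 in control and 13.79 ± 0.09 in Ikaros cells (SD, n = 3; limma, SE 0.22, adjusted p 1.06e-13). Gm12840 is annotated as a long intergenic noncoding RNA, and Hbb-b2 belongs to a globin family with near-identical copies, so its value is uncertain. At 24 h the difference was 2.43 for Il2ra and 1.82 for Hbb-b2, the opposite direction from 0 h (limma, adjusted p 4.00e-09 and 8.51e-05).

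Within the Ikaros line, 2444 genes were called at 2 h against 0 h, 4182 at 6 h, 5888 at 12 h, 6966 at 18 h and 7736 at 24 h. With the culture batch as a replicate block the count at 2 h was 3720. The alternative that moved this count most left out replicate 2 of each group and called 645 genes. Within the control line the counts were 6 at 2 h, 651 at 6 h, 7 at 12 h, 61 at 18 h and 60 at 24 h. With the replicate block they were 2585 at 6 h and 129 at 18 h. The count at 6 h was 0 without replicate 1 and without replicate 2, with 2076 and 2546 genes at an unadjusted p under 0.05. When only the control groups compared were fitted, 12 genes were called at 6 h.

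Of the 60 genes called in control cells at 24 h, 34 were higher and 26 lower, and after removal of each library's GC content and length trend 46.6% of 58 were higher. The largest rises were 0.94 for 2410006H16Rik, 0.81 for Sc4mol and 0.79 for Sesn2, and the largest falls were -0.96 for Arntl, -0.89 for Mettl7a1 and -0.86 for Abcg1. Arntl (chromosome 7, 113207465 to 113314126, forward strand) went from 14.40 ± 0.09 at 0 h to 13.43 ± 0.06 at 24 h (SD, n = 3; limma, SE 0.15, adjusted p 0.00167). None of these 6 genes was called without replicate 1, without replicate 2, or when only the 2 groups compared were fitted.

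Gene lists written before the data were examined were tested for Ikaros against control. Of the glycolysis list, 20 of 22 genes were in the table. Its median log2 fold change was 0.30 at 0 h, 0.60 at 2 h, 0.38 at 6 h and 0.24 at 12 h, then -0.70 at 18 h and -1.54 at 24 h, when 19 of the 20 genes were called lower (camera, adjusted p 7.94e-07). The list holds Hk2 and Ldha of the study markers, and its largest falls at 24 h were in Slc16a3 and Hk2. Ribosome biogenesis, 32 genes, fell from a median of -0.10 at 0 h to -0.25 at 2 h, -0.61 at 6 h, -1.07 at 12 h, -1.53 at 18 h and -1.76 at 24 h, when all 32 were called lower (camera, adjusted p 1.47e-15). The largest falls were -3.06 for Polr1b and -2.60 for Gnl3. S phase, 38 genes, was lower by a median of -0.36 at 18 h and -0.92 at 24 h, when 37 were called lower (camera, adjusted p 6.26e-10), with Tyms at -2.97 and Hells at -2.23. G2/M phase, 52 genes, had a median of 0.27 at 6 h (camera, adjusted p 0.000600) and -0.12 at 24 h (camera, adjusted p 0.263), where Cks1b fell most, by -1.17, followed by Gas2l3 at -0.87.

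Of the 24 list tests, 16 passed at the preset correlation of camera. The calls for glycolysis at 2, 6, 18 and 24 h, ribosome biogenesis at 2 to 24 h, S phase at 12, 18 and 24 h and G2/M phase at 6 h held under fry. The 3 calls at 0 h did not hold under fry. With the correlation estimated from the data, 0 of the 24 tests passed, 4 had an unadjusted p under 0.05, and the smallest adjusted p was 0.0698 for ribosome biogenesis at 12, 18 and 24 h and S phase at 24 h.

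**Figure D3:**
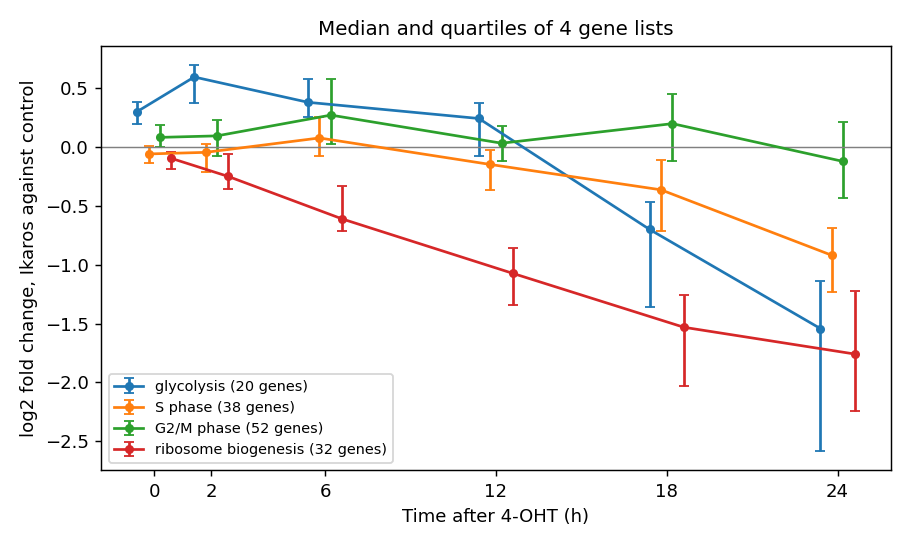
Median log2 fold change of Ikaros against control (points) with the lower and upper quartile over genes (bars) for 4 gene lists, by hours after 4-OHT, with points set slightly apart for reading. Ribosome biogenesis falls throughout to -1.76 at 24 h, while glycolysis is above 0 until 12 h and at -1.54 at 24 h.

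The study compared correlations within and between conditions, and the same was computed from the table. Across genes, which are not independent replicates, the 36 pairs of libraries within a group had a median Pearson correlation of 0.986, from 0.962 to 0.992. The 594 pairs between groups had a median of 0.950, from 0.855 to 0.991. Mean correlation with the replicates of the same group was lowest for batch 4 of control cells at 18 h, with 0.966, and highest for batch 1 of control cells at 0 h, with 0.991. The mean correlation of Ikaros libraries with those at 0 h fell from 0.969 at 2 h to 0.900 at 24 h, while in control it stayed between 0.970 and 0.985. Gene-centred values moved these medians most, to 0.608 within and -0.108 between groups.

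Principal components were computed for each line alone. In the 18 Ikaros libraries the first component held 51.8% of the variance and its score rose with time (Pearson r = 0.990, Spearman rho = 0.988, permutation p 1e-05 for both, the smallest that 100000 resamples can give, adjusted p 2e-05 over 4 tests). The 3 libraries at 24 h tie as farthest from the median time, and without 2 of them r was 0.992. Within batches r was 0.995 in batch 1, 0.988 in batch 3 and 0.990 in batch 4. The mean score went from -61.55 ± 2.15 at 0 h to 71.50 ± 5.94 at 24 h (SD, n = 3). In the 18 control libraries the first component held 30.0% and did not follow time. There r was 0.0828 (permutation p 0.741, adjusted p 0.741) and rho was 0.298 (permutation p 0.232, adjusted p 0.309). Without 2 of the 3 control libraries at 24 h r was 0.221. Within batches of control cells r was -0.197 in batch 1, -0.168 in batch 3 and 0.339 in batch 4. Batch 2 holds only 0 h libraries and gives no value.

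**Figure D4:**
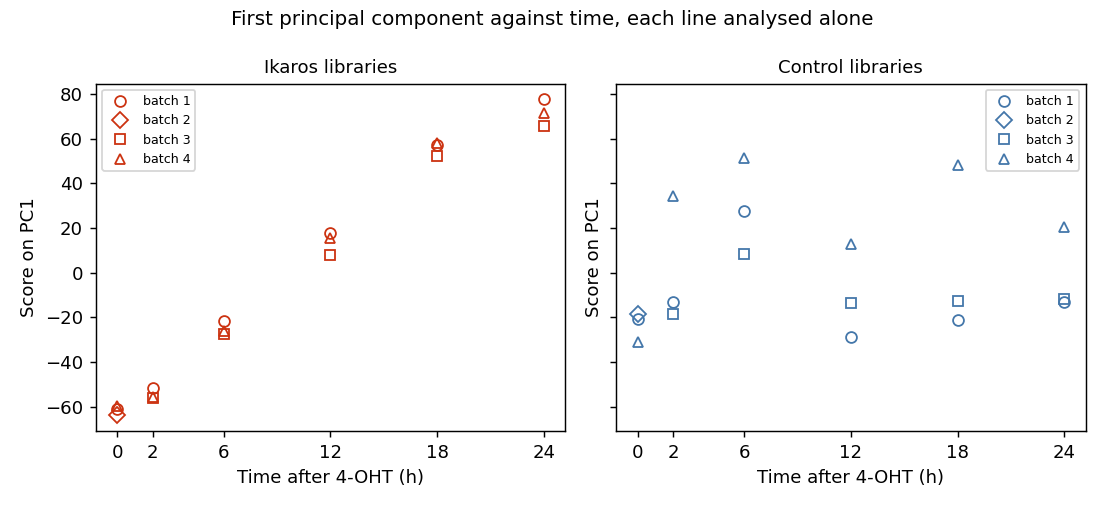
Score on the first principal component (vertical axes) against hours after 4-OHT for the 18 Ikaros libraries and the 18 control libraries, each line analysed alone, with 1 symbol per library and its shape showing the culture batch. Ikaros scores rise from a mean of -61.55 at 0 h to 71.50 at 24 h, and control scores show no trend with time (r = 0.0828).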

Values the study reported

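The study reported that biological replicates correlated above 0.9 in each of the technologies it compared, messenger RNA sequencing among them.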

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

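The tests of GC content and length, of pseudogenes and of the 0 h cultures given here were set before their values were seen. The difference between Ikaros and control cells was itself compared between times. Against 0 h it changed for 396 genes at 2 h, 2024 at 6 h, 3795 at 12 h, 5492 at 18 h and 6180 at 24 h, and the F test over these changes called 7626 genes. Removal of each library's trend with GC content and transcript length left 6169 genes at 24 h. The deposited values had already been corrected for GC content and gene length. Little of such a trend may have been left to remove, so this count does not decide the question. A covariate for the level of processed pseudogenes left 6687, which argues against that level as the whole cause. The 0 h cultures came from separate occasions, but the change between 2 h and 24 h, which uses no 0 h library, was called for 6037 genes, which argues against the occasion as the whole cause. The drug was given to both lines, so the comparison removes any effect of it that is equal in both. Whether it is equal was not tested. The study describes the samples as balanced over the library preparations, which makes these an unlikely source of most of the change. The assignment is not in the labels, so neither this nor the adjustment made before deposition was tested.

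Cell labels were also permuted within time points, in 100 splits drawn without repeats and with the real one included. As many genes as in the real split were called in 9 of them for the change at 2 h, 6 at 6 h, 4 at 12 h, 4 at 18 h and 8 at 24 h, and in 1 of 100 for the F test, where the highest other split called 7216 genes against 7626. The shares at 2, 6 and 24 h are not under 0.05. An earlier draw that allowed repeats had the share under 0.05 at 2 h and above it at 12 h, so these 2 change sides between draws and no weight is put on the threshold. The shares also do not measure chance alone. Every split with as many genes at 6, 12, 18 and 24 h kept the real grouping of the later libraries, and with it the difference between the lines at that time. With the later libraries regrouped the highest counts were 465 at 6 h, 418 at 12 h, 221 at 18 h and 217 at 24 h. At 2 h, 7 of the 9 kept the real grouping at 2 h and the other 2 kept that at 0 h, where the lines differ, with up to 1204 genes. With both times regrouped at most 1 gene was called in any of the 5 comparisons. Regrouping also mixes the lines within a group and raises its spread, which lowers these counts. The groupings of the splits with as many genes were looked up only after the counts were seen.

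For Ikaros against control, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes at each of 0, 2, 6, 12, 18 and 24 h. For each line against its own 0 h it was also 1 of 10 at each of 2, 6, 12, 18 and 24 h. With 10 splits the share cannot fall under 0.1. In Ikaros against control, 4 of the 10 splits part all 3 batch pairs, and the most genes that another such split called was 1, at 12 h. The splits that leave pairs together called at most 6, at 6 h.

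A group of 354 genes was called in opposite directions at 2 h and at 24 h, with a called difference between the times, which is 19.3% of the 1830 genes called at both. Of these, 152 were higher at 2 h and lower at 24 h, and 202 the reverse. In 72 of them both changes were at least 1 on the log2 scale, Slc16a3 among them. Of these genes 79.4% lay at or above the 25th percentile of mean expression, where 9571 of all 12762 genes lie by definition. That share is close to the one of all genes, and the mean is taken over all libraries. Whether values near the low end of the table account for some of them is therefore not decided. With the pseudogene covariate the count was 476, and 345 of the 354 genes were again among them, which argues against a library difference of that kind as the whole cause. An early and a late response of opposite sign to nuclear Ikaros is a possible explanation, and was not tested apart from the line difference at 0 h.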

How the results depend on the processing

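Removal of the GC content and length trend, the processed-pseudogene covariate and the estimated correlation of camera were chosen only after results were seen. All 7 study markers at 18 h and 24 h kept their direction and their calls under the 8 alternatives tried for them and in the 3 fits with a replicate left out. The counts for Ikaros against control at 12, 18 and 24 h stayed within 1.5 times the reported ones in the same fits, except at 12 h without replicate 2. Their nearly even division into higher and lower changed its majority in some fits at 12 h and 18 h. For the first component of Ikaros libraries only 3 alternatives were tried, scaling to unit variance, the low-value filter and quantile normalization, and r with time was 0.991 to 0.992 in these and 0.989 to 0.991 with a replicate left out. For the changes that follow the cause was not tested, unless one is given.

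The culture batch as a replicate block treats the libraries of one batch number as paired. With it 3720 genes were called for Ikaros cells at 2 h against 0 h in place of 2444. For control cells 2585 were called at 6 h in place of 651, and 129 at 18 h in place of 61. These counts rest on a tie between 0 h and later libraries of one number, whereas the study describes the 0 h cells as obtained separately. The batch 4 deviation at 0 h, described below, correlated with that of other groups at -0.160 in control and -0.0171 in Ikaros cells. The tie is therefore not shown by these values. With the 0 h cultures as own blocks the change of the Ikaros effect at 2 h was called for 661 genes in place of 396, and Foxo1 at 2 h was called (adjusted p 0.0476). The block lost the call of 2410006H16Rik in control cells at 24 h (adjusted p 0.0793). It changed no other call of a named gene or list.

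Across the 3 fits that each left out one replicate, Ikaros against control called from 318 to 1204 genes at 0 h, 804 to 2719 at 2 h, 2640 to 4971 at 6 h, 3769 to 5921 at 12 h, 5432 to 7482 at 18 h and 6248 to 8054 at 24 h. The change from 0 h was called for 54 to 469 genes at 2 h, 584 to 1954 at 6 h, 1548 to 3924 at 12 h, 3077 to 5809 at 18 h and 4056 to 6404 at 24 h, and the F test called 4064 to 7616. Ikaros cells against 0 h gave 645 to 1599, 1904 to 3707, 3598 to 5700, 4873 to 7184 and 5863 to 7991 at 2, 6, 12, 18 and 24 h. Control cells against 0 h gave 0 to 6 at 2 h, 0 to 115 at 6 h, 0 to 8 at 12 h, 0 to 10 at 18 h and 0 to 22 at 24 h. Where it was 0 without replicate 1, 507 genes at 2 h, 2076 at 6 h and 1006 at 24 h had an unadjusted p under 0.05. Without replicate 2 these were 718, 2546, 305, 859 and 804 at 2, 6, 12, 18 and 24 h. Of the study markers 0 to 0 were called at 0 h, since Foxo1 was lost in all 3 fits.

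Leaving out a replicate took the median of ribosome biogenesis at 0 h to between -0.125 and -0.0771, of G2/M phase at 0 h to between 0.0347 and 0.129, of glycolysis at 6 h to between 0.31 and 0.45 and of S phase at 12 h to between -0.19 and -0.18, and at least 1 of the 3 fits lost each call. G2/M phase at 12 h ranged from -0.0168 to 0.0781 and reversed without replicate 1. In control libraries the correlation of the first component with time ranged from -0.194 to 0.208 and reversed without replicate 3. Slc7a5, with -0.0326 at 2 h and -0.00202 at 6 h, ranged from -0.0744 to 0.00793 at 2 h and from -0.0630 to 0.0938 at 6 h in these fits. It reversed without replicate 1 at 2 h, and at 6 h without replicate 3 and to 0.00662 with quantile normalization and 0.00251 with the GC content and length trend removed. The lowest value of Slc7a5 at 6 h over the 8 alternatives was -0.375. Lig4 at 0 h, at -0.0274, ranged from -0.0887 to 0.0653, reversed without replicate 3, and reversed to 0.0123 with the pseudogene covariate.

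When only the compared groups were fitted, 860 genes were called at 2 h and 2150 at 6 h for Ikaros against control, 257 for the change at 2 h, and 758 at 2 h and 2471 at 6 h for Ikaros cells against 0 h. Control cells gave 12 at 6 h and 0 at 2, 12, 18 and 24 h, with 1002, 1091, 1608 and 1861 genes at an unadjusted p under 0.05, and 0 study markers were called at 0 h. These fits have fewer libraries from which to estimate the variance.

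The low-value filter left 701 genes at 0 h for Ikaros against control, with fewer genes tested, and lost S phase at 12 h, with its median still at -0.15 (adjusted p 0.0654). Quantile normalization left 4 genes for control cells at 12 h in place of 7, with 0% higher in place of 14.3%, and lost 2410006H16Rik in control cells at 24 h (adjusted p 0.0508). With the GC content and length trend removed, control cells at 2 h gave 0 calls in place of 6, with 935 genes at an unadjusted p under 0.05, Foxo1 at 2 h was called (adjusted p 0.00851), and Sesn2 in control cells at 24 h was lost (adjusted p 0.0925). At 24 h the share of control calls that were higher was 46.6% in place of 56.7%. The pseudogene covariate left 3 genes in control cells at 6 h and 22 at 18 h. With it Foxo1 at 2 h was called (adjusted p 0.0268), and 2410006H16Rik (adjusted p 0.106) and Mettl7a1 (adjusted p 0.0501) in control cells at 24 h were lost.

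With fry in place of camera, the calls at 0 h were lost for glycolysis (median 0.30, adjusted p 0.0577), G2/M phase (0.0837, adjusted p 0.159) and ribosome biogenesis (-0.10, adjusted p 0.207), and G2/M phase at 24 h was called (-0.12, adjusted p 0.0205). With the correlation estimated from the data all 16 calls of camera were lost while the medians stayed the same. These were glycolysis at 0, 2, 6, 18 and 24 h (0.30, 0.60, 0.38, -0.70 and -1.54), S phase at 12, 18 and 24 h (-0.15, -0.36 and -0.92), G2/M phase at 0 h and 6 h (0.0837 and 0.27) and ribosome biogenesis from 0 h to 24 h (-0.10, -0.25, -0.61, -1.07, -1.53 and -1.76). The estimated correlation between genes of a list was between 0.173 and 0.434, far above the preset 0.01, which lowers the weight of each list.

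The median correlation between groups was 0.961 by Spearman, 0.934 with the low-value filter and -0.108 with gene-centred values, and that within groups was 0.608 with gene-centred values. Centring removes the differences in level between genes that raise all the other correlations.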

Other observations

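The tests of batch 4, of the 6 h control cells with the batch 4 deviation and of the prediction from other groups were chosen only after the patterns were seen, and so was the cholesterol synthesis list. The first component of the deviations from group means held 26.6% of the variance within groups. For each group, the deviation of its batch 4 library from its other 2 libraries was correlated across genes with the mean of the same deviation in the other groups. The median over the 12 groups was 0.409, from -0.160 in control cells at 0 h to 0.632 in Ikaros cells at 2 h, and it was 0.0624 in Ikaros cells at 24 h. It was above 0.1 in 9 of the 12 groups. Each deviation is measured against the other 2 libraries of the group, so the values of the other batches are tied to it and give no separate evidence. Over the later times the deviation had a Spearman rho across genes of 0.0332 with GC content and of -0.172 with transcript length, so it went weakly with length, which was not set against random gene sets. Processed pseudogenes, 411 in all, were lower than the 10985 protein-coding genes by a median difference of -0.312, beyond the range of -0.0586 to 0.0537 in 10000 random gene sets of the same size. A difference in how reads were divided between pseudogenes and their parent genes is a candidate explanation. A state of the batch 4 cultures is not excluded, since culture batch and library cannot be separated for these libraries, and no biological explanation was tested.

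Control cells at 6 h stood out, with 651 genes called against 0 h beside 6 at 2 h and 7 at 12 h. The difference of 6 h from the mean of 2 h and 12 h had a correlation of 0.429 across genes with the batch 4 deviation measured in Ikaros libraries alone. Of the processed pseudogenes 16.3% were called at 6 h, against 4.72% of protein-coding genes. With the processed-pseudogene level as covariate 3 genes were called. That level was lower in all 3 control libraries at 6 h than in all 3 at 0 h, so the covariate also takes up part of the group difference. With slopes taken only from the other 10 groups the prediction correlated at 0.591 with the observed change outside processed pseudogenes. Subtracting it left 102 genes called and 1758 at an unadjusted p under 0.05. The median absolute log2 change of the 651 genes was 0.695, and 0.415 after the subtraction. With the covariate it was 0.392, so part of the size of the change remained in both. Against the mean of 2 h and 12 h, with no 0 h library, 78 genes were called and 2258 had an unadjusted p under 0.05, so part of the count may also go with the 0 h cultures. Much of the 6 h count may be a library difference and not a response to the drug. The remainder stays open.

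Genes of cholesterol synthesis were noticed among the rises of control cells at 24 h against 0 h. That comparison prompted the list, so its p-values there are not independent evidence. A list of 23 such genes had a median log2 change of 0.58 from 0 h to 24 h, with all 23 higher and 8 called (camera, adjusted p 3.23e-25 over 12 tests; fry, adjusted p 6.24e-07; estimated correlation, adjusted p 0.000917). From 2 h to 24 h, with no 0 h library, the median was 0.364, again with 23 higher but only 1 called (fry, adjusted p 0.000189; estimated correlation, adjusted p 0.0145). This argues against the separate 0 h occasions as the whole cause, though the 24 h libraries that prompted the list are used again. In Ikaros cells the median from 0 h to 24 h was 0.824 with 21 higher (fry, adjusted p 4.21e-10), but the estimated correlation gave an adjusted p of 0.0775. From 2 h to 24 h it was 0.368 there, with 19 higher and 13 called (fry, adjusted p 1.07e-05; estimated correlation, adjusted p 0.253). Within batches the median in control cells was 0.413 in batch 1 and 0.886 in batch 4. The course was not steady, with 0.58 at 6 h and 0.21 at 18 h in control cells, and 0.51, 0.90, 0.33, 0.47 and 0.82 at 2, 6, 12, 18 and 24 h in Ikaros cells. The study describes the flasks of one batch as collected together with the drug added at different times before, so the 2 h and 24 h flasks would not differ in time in culture. A response to 4-OHT may explain the rise between these times in control cells, though the uneven course goes against a steady increase with exposure, and for both lines it stays open. The rise from 0 h may also hold differences of the separate 0 h cultures.

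Since 1063 genes differed between the lines at 0 h, Ikaros activity before induction was considered. It would have the 0 h differences go the way of the later response, measured from 2 h to 24 h in Ikaros cells with libraries that the 0 h comparison does not use. Of the 1063 genes 768 were called in that change, and 43.5% of them went the same way. Between the Ikaros and control difference at 0 h and that at 24 h, 66.0% of the genes called at both went the same way, but both hold any lasting difference between the lines. The response in the first 2 h is left out of the first measure, and it cannot be had without the 0 h libraries. Ikaros activity before induction and a difference between the 2 derived lines therefore cannot be told apart here. The test was set before its value was seen.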
